A study of Homo sapiens with 24 samples.

How the data were processed

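The libraries came from K562 cells, a human erythroleukemia line that grows in suspension and expresses erythroid genes. Per the labels' protocols, 200000 cells were transfected with a single siRNA and grown for 48 hours, 10000 cells were lysed, and polyadenylated RNA was made into libraries by version 2 of the BRB-seq protocol, a pooled RNA-seq method that reads the 3' ends of transcripts. Per the series' design text, 2 siRNAs against GATA1 and 2 non-targeting siRNAs were used with 4 biological replicates for each siRNA, and the controls were matched to the GATA1 siRNAs by dose. Whether these came from separate cultures or transfection days is not given in the sources used here. The p-values take the libraries as the unit and measure the spread between them, which may be technical. Per the submitters' processing notes, reads were aligned with STAR 2.5.6b to the human build hg19. The annotation, the counting program, the use of strand, and whether reads with the same molecular identifier were collapsed are not given in the sources used here.

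The authors deposited 1 table of raw read counts per gene symbol, with 27311 symbols and 24 libraries and no normalization. The values were whole numbers, and the totals per library differed by up to 5.36-fold, from 88290 to 473098 counts. All 24 columns matched a sample title and all were used. Of the symbols, 7667 had 0 counts in every library. A further 27 symbols had been turned into dates, as spreadsheet programs do with names such as those of the septin genes; they held 0.123% of the counts, 13 of them passed the filter on low counts, and none is named. No symbol of a mitochondrially encoded transcript was among the symbols, so the list of these transcripts fixed as a sign of RNA quality was not analysed here. Replicates of each group were compared in 36 pairs over 5303 genes. No pair held identical values, and their counts differed by 1.86 to 3.37 times the sampling noise (chi-square per degree of freedom). No library was therefore taken for a copy of another, and all 24 were counted as samples as labeled; such an excess also arises between technical libraries.

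Libraries were placed in 6 groups of 4 by siRNA and dose: siGATA1-1 at 25 nM, siGATA1-2 at 6.25 nM, and siNC-1 and siNC-2 at each dose. The GATA1 siRNAs were each used at a single dose, so siRNA sequence and dose cannot be told apart in any comparison between them. All 24 libraries were fitted together with edgeR 4.0.16 in R 4.3.3 (trimmed mean of M values normalization, robust quasi-likelihood F test, 1 mean per group). Genes were kept with edgeR's filterByExpr at its default minimum count of 10 and minimum total of 15, which left 6738 genes with 93.7% of the counts; the biological coefficient of variation was 0.263. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were siGATA1-1 against the mean of the 2 controls at 25 nM, siGATA1-2 against the mean of the 2 controls at 6.25 nM, the mean of these 2 effects, their difference, siNC-1 against siNC-2 at each dose, and 25 against 6.25 nM in the controls. The comparisons of the 2 GATA1 siRNAs used different control libraries but the same control siRNAs. Levels are CPM, counts scaled to a common library size after normalization, as mean ± SD over the libraries of a group, and log2 fold changes carry their standard error (SE). Intervals of fold changes include the spread between libraries, and the floor of 3 counts covers counting error only. At the lowest total, 3 counts were 34.0 CPM.

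In all, 28 gene lists were fixed before the data were examined. They covered erythroid genes (globin genes, heme synthesis, red cell membrane, erythroid transcription factors, iron handling), genes known to be repressed by GATA1, markers of other lineages (megakaryocyte, myeloid, mast cell and eosinophil, lymphoid, and epithelial or fibroblast), cell state (autophagy, the BCL2 family, DNA replication, mitosis, ribosome biogenesis, ribosomal proteins, cholesterol synthesis, glycolysis, respiratory chain, actin cytoskeleton and adhesion), responses to transfection or handling (interferon-stimulated genes, integrated stress and unfolded protein response, immediate early and heat shock genes, small RNA silencing, mitochondrially encoded transcripts) and genes near GATA1 and near KLF1. The 26 lists with at least 3 tested members were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted over the lists, and again with an estimated correlation. The alternative fry tests whether a list's own genes changed, not whether they changed more than other genes. Members were also adjusted over the list alone. Genes named in the text were chosen by a rule fixed before the data were examined: GATA1; the 10 largest rises and 10 largest falls in the mean effect among genes called there and with each siRNA, with a mean of at least 5 counts; up to 5 of each direction for each siRNA among genes called in the difference between the siRNAs; up to 3 of each direction between the controls; and up to 4 members of each list with the smallest adjusted p. In these steps 1 placeholder symbol of an uncharacterized locus was set aside among the genes called between the control doses. It was not among the 3 largest rises there. No gene was called in the difference between the siRNAs. Values of some single genes are not reported here. Other named genes were chosen after their values were seen, and the text says so.

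Genes with near-identical copies are uncertain, because reads could be split between copies in a way that depends on the counting. HBA1 with HBA2 and HBG1 with HBG2 were therefore also tested as sums, and ribosomal protein genes share reads with their many processed pseudogenes. GATA1 was also compared by an exact permutation test. The overlap of calls was tested with Fisher's exact test. The alternatives were DESeq2 size factors, no filter, a stricter filter (10 counts in 12 libraries), the DESeq2 1.42.0 Wald test, limma voom, fits with only the groups compared, other choices of control libraries, a replicate block, leaving out each library in turn, and, chosen after seeing the data, a fit without the 3 libraries under 150000 counts and a correction for transcript length. Lengths were the median over a gene's protein-coding transcripts, or over all its transcripts where it had none, in the GENCODE annotation of build GRCh38 and covered 97.7% of the tested genes; no coordinates were taken from it. Other groupings of the libraries were drawn at random, at most 100 per result.

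The steps were tested on simulated counts with the real libraries' means and sizes and 200 changed genes. In the comparison of siGATA1-1 with its controls, 9.09% of genes changed 1.5-fold, 34.9% changed 2-fold and 96.9% changed 4-fold were called; for siGATA1-2 these were 15.2%, 28.6% and 87.1%, and for the mean effect 19.0%, 72.3% and 100%. For control dose they were 34.4%, 66.2% and 100%, and for siNC-1 against siNC-2 at 25 nM 6.25%, 36.9% and 84.4%. No changed gene was called in the wrong direction, 2 to 6 unchanged genes were called per simulation, and with no change simulated 0 genes and 0 of 26 lists were called. Genes were simulated independently, so correlation between genes is missing from this test, and other groupings of the real libraries called up to 10 lists. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.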

Results

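Gene expression was measured by 3' RNA-seq in K562 cells, a human erythroleukemia line, transfected for 48 hours with siRNAs against GATA1, the transcription factor that drives erythroid gene expression, or with non-targeting siRNAs. There were 6 groups of 4 libraries: siGATA1-1 at 25 nM, siGATA1-2 at 6.25 nM, and the controls siNC-1 and siNC-2 at 25 nM and at 6.25 nM. Total counts ranged from 183971 to 378439 with siGATA1-1, from 102225 to 226888 with siGATA1-2, from 322217 to 473098 with siNC-1 and from 88290 to 455988 with siNC-2 at 25 nM, and from 178917 to 293901 with siNC-1 and from 135533 to 279028 with siNC-2 at 6.25 nM. The libraries together held 6346793 counts. A filter on counts left 6738 genes for testing.

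GATA1 itself was lower with both siRNAs. At 25 nM it measured 289 ± 31.9 CPM (counts scaled to a common library size) with siGATA1-1 (SD, n = 4) against 569 ± 101 in the 8 control libraries, a fall of 48.9% (95% interval 36.5% to 58.8%; log2 fold change -0.97, SE 0.16, adjusted p = 3.04e-05). At 6.25 nM it measured 244 ± 71.4 with siGATA1-2 (SD, n = 4) against 543 ± 47.2 in the controls, a fall of 56.2% (95% interval 44.3% to 65.5%; log2 fold change -1.19, SE 0.18, adjusted p = 5.53e-07). The ranges did not overlap: 242 to 308 against 389 to 717 CPM at 25 nM, and 165 to 333 against 478 to 630 at 6.25 nM. An exact two-sided permutation test over the 495 ways of choosing 4 libraries gave p = 0.00202 for each siRNA, the smallest value it can give. GATA1 thus remained at 51.1% and 43.8% of its control level, and the difference between the effects was 0.22 on the log2 scale (SE 0.23, 95% interval -0.24 to 0.68).

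**Figure D1:**
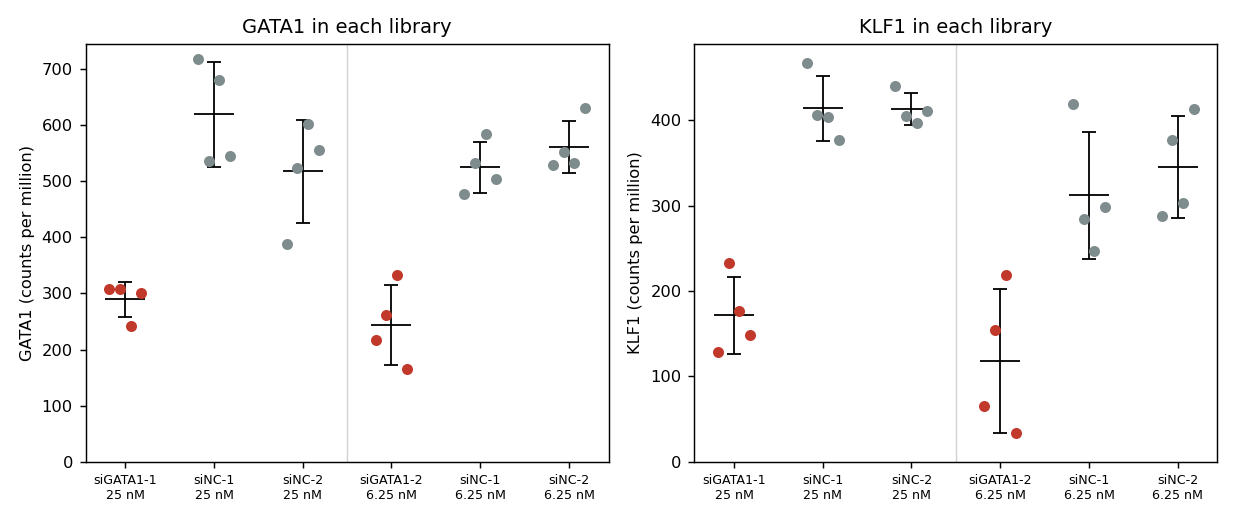
GATA1 and KLF1 in CPM (vertical axes, from 0) in each library of the 6 groups, with the knockdown libraries in red, controls in grey, and the mean ± SD of 4 libraries in black. GATA1 lay between 165 and 333 in knockdown libraries and between 389 and 717 in controls, and KLF1 lay between 34.1 and 232 in knockdown libraries and between 247 and 468 in controls.

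Each GATA1 siRNA was compared with the controls of its dose to ask which genes differ when GATA1 is lower. With siGATA1-1 at 25 nM, 26 genes rose and 23 fell. The largest rises among the genes named by rule were those of CALB1, a cytosolic calcium-binding protein (log2 fold change 2.23, SE 0.41, adjusted p = 2.15e-04), HPGD, which inactivates prostaglandins (2.21, SE 0.50, adjusted p = 0.00748), and TMEM158 (1.75, SE 0.30, adjusted p = 4.7e-05). Without siNC-2 replicate 4 at 25 nM HPGD rose by 3.41. AMHR2, the receptor of anti-Müllerian hormone, fell by 1.52 (SE 0.25, adjusted p = 3.04e-05), KLF1, an erythroid transcription factor, fell by 1.27 (SE 0.21, adjusted p = 3.04e-05), and FAM178B fell by 1.21 (SE 0.12, adjusted p = 3.18e-12). Of the 8 tested globin genes 4 fell (HBA1, HBG1, HBG2, HBZ), and of 16 heme synthesis genes 3 fell, ALAS2 and SLC25A37 among them. At an unadjusted p under 0.05 there were 430 genes, against 337 by chance. Leaving out a single siGATA1-1 library moved the calls: without replicate 4 there were 10 higher and 11 lower, without replicate 3 there were 16 higher, and without replicate 1 there were 15 lower. With the controls taken from siNC-1 or siNC-2 alone 15 or 11 genes rose, and with limma voom, only the groups compared, or all 16 controls together 42, 51 or 47 rose, with 37 lower in the last. With the replicate number as a block 50 rose and 32 fell.

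With siGATA1-2 at 6.25 nM, 118 genes rose and 86 fell. SOSTDC1, a secreted antagonist of bone morphogenetic proteins, rose by 2.77 on the log2 scale (SE 0.38, adjusted p = 6.98e-08), TMEM158 by 1.82 (SE 0.32, adjusted p = 3.97e-05), and AIF1, an actin-binding protein of macrophages, by 2.26 (SE 0.29, adjusted p = 8.86e-09). SLC7A8, an amino acid transporter, fell by 2.05 (SE 0.41, adjusted p = 3.64e-04; by 3.37 without siGATA1-2 replicate 2), HBZ, the embryonic zeta globin, fell by 1.69 (SE 0.15, adjusted p = 5.09e-14), and FAM178B fell by 1.65 (SE 0.13, adjusted p = 5.66e-18). In this comparison 6 of 8 globin genes and 5 of 16 heme synthesis genes fell. At an unadjusted p under 0.05 there were 1066 genes. Without siGATA1-2 replicate 4 there were 63 higher and 55 lower, and without replicate 2 there were 156 lower. The counts were 75 and 54 with only the groups compared, 51 and 48 with siNC-1 alone, and 70 higher with siNC-2 alone as the control.

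The calls of the 2 siRNAs overlapped. Called higher with both were 25 genes, where 0.455 would be shared by independent calls (Fisher's exact test, p = 2.1e-44), and 21 were called lower with both, where 0.294 would be (p = 3e-39). No gene was called in opposite directions. The shared rises included SPI1, the myeloid transcription factor PU.1 (log2 fold change of the mean effect 0.95, SE 0.14), and TYROBP, an adaptor of myeloid receptors (1.11, SE 0.18), and the shared falls included GATA1, KLF1, HBA1, HBG1, HBG2, HBZ, ALAS2 and TFRC, the transferrin receptor. Called with siGATA1-1 alone were SMIM3 (higher), LDB1, a cofactor of GATA1, and TCOF1, a ribosome biogenesis factor (both lower); SMIM3 was named after its values were seen. With no control siRNA in common between the 2 comparisons, 14 or 10 genes were called higher with both and 13 or 13 lower, and with siNC-1 or siNC-2 alone 12 or 10 were higher and 13 or 13 lower. All 16 controls together gave 39 higher. Without siGATA1-1 replicate 4 there were 10 of each direction, and without replicate 3 there were 16 higher.

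In the mean effect of the 2 siRNAs, 175 genes rose and 127 fell, 69 and 36 of them by more than 2-fold. Among genes also called with each siRNA and averaging at least 5 counts, the largest rises were those of HPGD (log2 fold change 2.25, SE 0.36), SOSTDC1 (2.06, SE 0.25), CALB1 (1.95, SE 0.30), TMEM158 (1.78, SE 0.22) and AIF1 (1.77, SE 0.19). SIGLEC6, a sialic acid-binding lectin (1.62, SE 0.26), EPHB6, an ephrin receptor without kinase activity (1.58, SE 0.22), GSN, the actin-severing gelsolin (1.35, SE 0.21), CELF2, an RNA-binding splicing regulator (1.28, SE 0.16), and TYROBP followed. Among the same genes, GATA1 aside, the largest falls were those of SLC7A8 (-1.69, SE 0.27), AMHR2 (-1.53, SE 0.19), KLF1 (-1.43, SE 0.16), FAM178B (-1.43, SE 0.09) and HBZ (-1.28, SE 0.10). ATIC, an enzyme of purine synthesis (-1.11, SE 0.19), PVT1, a long noncoding RNA next to MYC (-1.10, SE 0.15), TGM2, a transglutaminase (-1.05, SE 0.19), RNASE1, a secreted ribonuclease (-1.04, SE 0.14), and NMU, the neuropeptide neuromedin U (-1.03, SE 0.09), followed. The order rests in part on single libraries. HPGD, with 0 CPM in replicates 1 and 3 of siNC-2 at 25 nM, rose by 2.86 without replicate 4 of that group and by 1.97 without siGATA1-2 replicate 4, and SLC7A8 fell by 2.35 without siGATA1-2 replicate 2 and by 1.49 without its replicate 4.

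Adjusted p-values of these 20 genes lay between 8.84e-25 (FAM178B) and 2.26e-05 (TGM2) in edgeR's quasi-likelihood test. All 302 called genes had the same sign with each siRNA, and 242 of them changed more with siGATA1-2, with a median absolute log2 fold change of 0.98 against 0.62 with siGATA1-1. Choosing genes by their mean effect favors equal signs and larger values in the noisier comparison, and the direct test of the difference called 0 genes. Across all tested genes, which are not independent replicates, the effects correlated with Pearson's r = 0.35. This r was 0.0695 over 19644 genes without the filter and 0.39 with the stricter filter. It was 0.27 without siGATA1-2 replicate 4, in a fit of 7494 genes in place of 6738. Without siGATA1-2 replicate 2, in a fit of 7565 genes, it was 0.28. The share of these changes due to the added genes was not tested. With all 16 controls together r was 0.41, but both effects then used the same control libraries. At an unadjusted p under 0.05 there were 1121 genes. Leaving out siGATA1-1 replicate 4 left 116 higher and 82 lower. With siNC-1 alone as the control there were 97 higher and 80 lower, and with siNC-2 alone 98 higher.

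**Figure D2:**
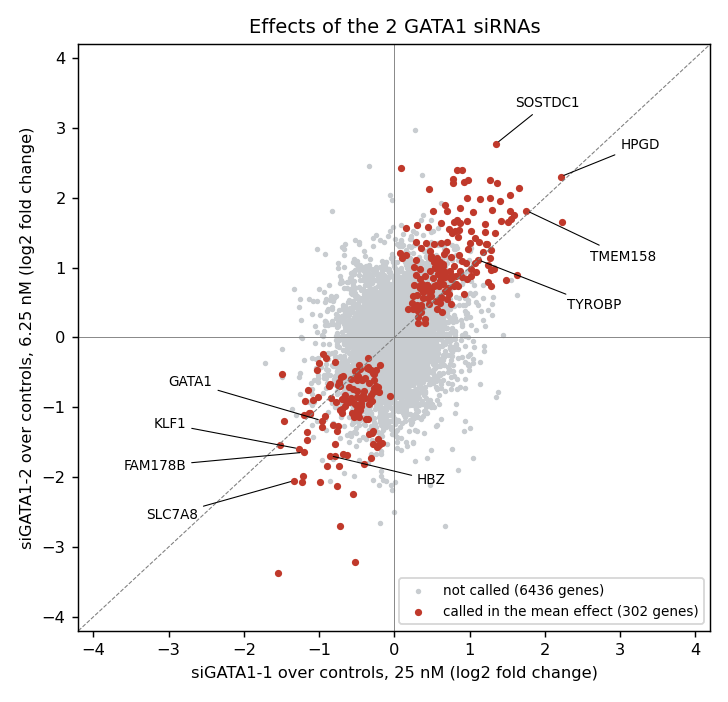
Log2 fold change of each tested gene with siGATA1-1 at 25 nM (horizontal) and siGATA1-2 at 6.25 nM (vertical), each against its dose-matched controls, with the 302 genes called in the mean effect in red, the others in grey and equal effects on the dashed line. Every called gene lies in the lower left or upper right part, which choosing genes by their mean effect favors.

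The globin genes were lower in the mean effect. Of 8 tested members 6 fell and 2 were not called (7 fell adjusted over the list alone), with a list median of -0.62 (camera adjusted p = 8.57e-21). HBZ fell by 1.28 (SE 0.10), HBA1 by 0.84 (SE 0.09), HBG1 by 0.66 (SE 0.07) and HBG2 by 0.58 (SE 0.07). As sums over near-identical copies, HBA1 and HBA2 fell by 0.83 (SE 0.09, adjusted p = 9.98e-13), and HBG1 and HBG2 by 0.61 (SE 0.06, adjusted p = 1.2e-12). Of 16 heme synthesis genes 6 fell and 10 were not called (6 adjusted over the list alone), with a median of -0.52 (camera adjusted p = 1.27e-07). They included ALAS2, the erythroid enzyme of the first step (-0.86, SE 0.13), and the mitochondrial carriers SLC25A37 (-0.63, SE 0.09) and ABCB10 (-1.53, SE 0.30).

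Other erythroid lists held few called members. Of 19 erythroid transcription factors and cofactors KLF1 and LDB1 (-0.95, SE 0.21) fell and 17 were not called (2 fell adjusted over the list alone); the list median was -0.05 (camera adjusted p = 0.0153; adjusted p = 0.0699 with an estimated correlation). GATA2 (-0.41, SE 0.18) and TAL1 (-0.53, SE 0.23) were not called. Of 14 iron genes BLVRB, a biliverdin reductase (-0.75, SE 0.09, adjusted p = 4.88e-10), and TFRC (-0.89, SE 0.13, adjusted p = 7.28e-08) fell and 12 were not called (4 fell adjusted over the list alone; camera adjusted p = 0.0263, adjusted p = 0.0622 with an estimated correlation). Of 21 red cell membrane genes RHAG, a blood group glycoprotein, rose by 0.31 (SE 0.10, adjusted p = 0.0485), 1 fell and 19 were not called (1 of each direction adjusted over the list alone; camera adjusted p = 0.559). RHAG lost its call in 15 of the 24 fits that leave out 1 library, without the filter, with siNC-1 or siNC-2 alone and with all 16 controls together.

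Myeloid markers were higher. Of 8 tested members SPI1, TYROBP and LYZ, the lysozyme gene (0.51, SE 0.16, adjusted p = 0.0422), rose and 5 were not called (6 rose adjusted over the list alone), with a list median of 0.61 (camera adjusted p = 8.05e-06). LYZ lost its call in 13 of the 24 fits that leave out 1 library, without the filter, with siNC-1 or siNC-2 alone and with all 16 controls together. Of 21 genes of the actin cytoskeleton and adhesion 5 rose and 16 were not called (6 rose adjusted over the list alone), with a median of 0.24 (camera adjusted p = 8.17e-06). They were LGALS1, a galectin (0.70, SE 0.08), VIM, the intermediate filament vimentin (0.36, SE 0.07), S100A4, a calcium-binding protein (1.13, SE 0.22), ACTG1, an actin gene (0.34, SE 0.08), and CD44, the hyaluronan receptor (1.20, SE 0.38), which was named after its values were seen. Whether the call of CD44 holds in the alternative fits was not tested. ACTG1 lost its call with siNC-1 alone. Of 11 genes known to be repressed by GATA1, SPI1 and VIM rose, MYC fell by 0.72 (SE 0.16, adjusted p = 0.00191) and 8 were not called (2 rose and 3 fell adjusted over the list alone). This list was not called (camera adjusted p = 0.845), and its median (0.02) and mean (-0.08) differed in sign.

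Of 21 ribosome biogenesis genes, many of them known MYC targets, 3 fell and 18 were not called (5 fell adjusted over the list alone), with a median of -0.35 (camera adjusted p = 1.31e-04). They were NCL, which encodes nucleolin (-0.49, SE 0.13, adjusted p = 0.0108), TCOF1 (-0.60, SE 0.17, adjusted p = 0.0268) and POLR1C, a subunit of RNA polymerases I and III (-1.11, SE 0.33, adjusted p = 0.0355). NCL lost its call with siNC-1 alone as the control, POLR1C with siNC-1 alone, without the filter and in 10 of the 24 fits that leave out 1 library, and TCOF1 with either control siRNA alone and in 7 of these fits. Ribosomal protein genes did not move as a list (0 of 67 called, also adjusted over the list alone; camera adjusted p = 0.181). With an estimated correlation the calls of 5 of the 12 called lists held: globin genes (adjusted p = 3.14e-04), heme synthesis (0.00275), actin cytoskeleton and adhesion (0.00275), myeloid markers (0.00635) and ribosome biogenesis (0.00635).

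**Figure D3:**
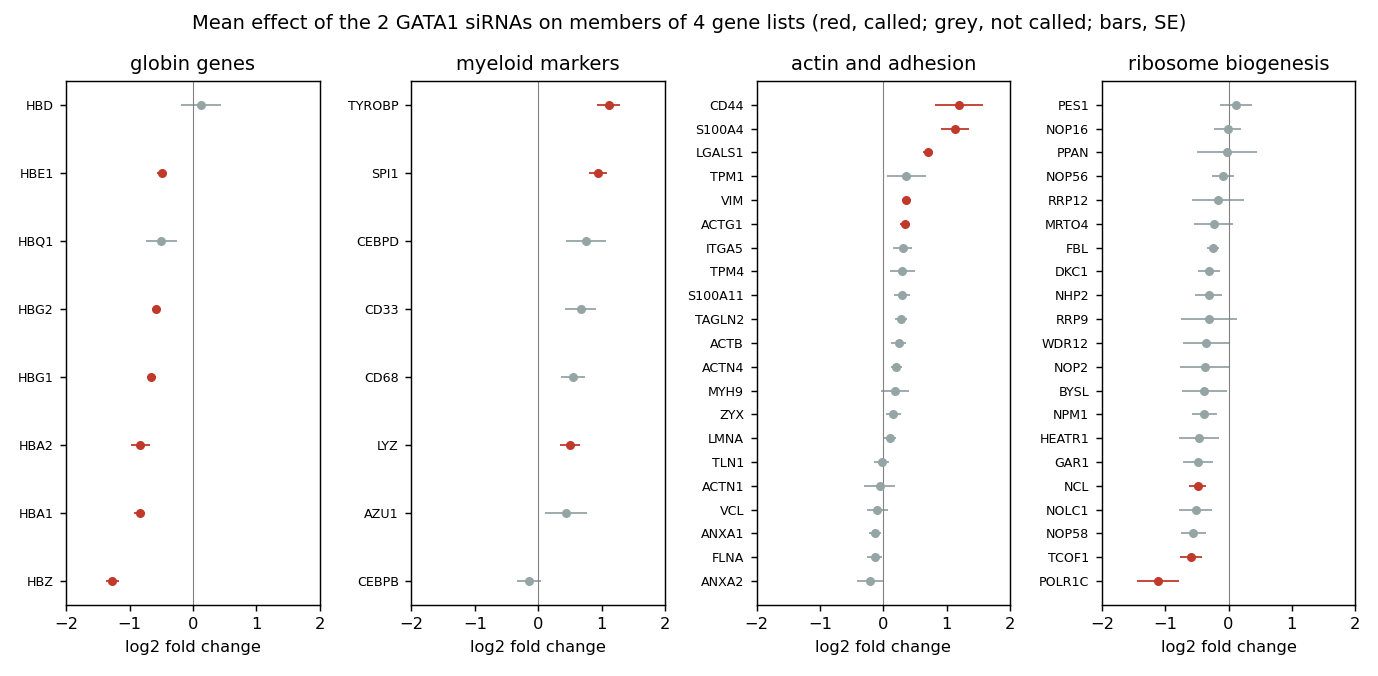
Log2 fold change (horizontal, ± SE) in the mean effect of the 2 GATA1 siRNAs for each tested member of 4 gene lists, with genes called at an adjusted p under 0.05 in red and the others in grey. Of the globin genes 6 of 8 fell and of ribosome biogenesis 3 of 21, while 3 of 8 myeloid markers and 5 of 21 actin and adhesion genes rose.

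Few markers of other lineages passed the filter. Of 3 mast cell and eosinophil markers PRG2, an eosinophil granule protein, fell by 0.62 (SE 0.16, adjusted p = 0.00943) and 2 were not called (2 fell adjusted over the list alone; camera adjusted p = 0.0273, adjusted p = 0.0622 with an estimated correlation). PRG2 was not called with siNC-2 alone as the control. None of 3 megakaryocyte markers was called (camera adjusted p = 0.793); ITGA2B, the platelet integrin, changed by -0.15 (SE 0.31). The lymphoid list had 2 tested members, CD3D (0.23, SE 0.12) and PTPRC (0.25, SE 0.19), neither of them called. Of 4 epithelial and fibroblast markers EPCAM, an epithelial adhesion molecule, fell by 0.91 (SE 0.22, adjusted p = 0.00428) and 3 were not called (1 fell adjusted over the list alone; camera adjusted p = 0.239).

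Lists of cell state and stress had few called members. DNA replication genes had a median of -0.25 with 0 of 20 called (2 fell adjusted over the list alone; camera adjusted p = 0.0263, adjusted p = 0.0959 with an estimated correlation), and 0 of 24 mitosis genes were called (median -0.12, camera adjusted p = 0.266). Of 30 respiratory chain genes CYC1, which encodes cytochrome c1, fell by 0.39 (SE 0.11, adjusted p = 0.0234) and 29 were not called (1 fell adjusted over the list alone; median -0.13, camera adjusted p = 0.024, adjusted p = 0.0727 with an estimated correlation); CYC1 lost its call with either control siRNA alone and in 5 of the 24 fits that leave out 1 library. Of 21 stress response genes the transcription factor ATF5 fell by 0.52 (SE 0.11, adjusted p = 6.64e-04) and 20 were not called (2 fell adjusted over the list alone; median -0.19, camera adjusted p = 0.00373, adjusted p = 0.0622 with an estimated correlation). Of 9 interferon-stimulated genes IFITM1, an antiviral membrane protein, rose by 0.32 (SE 0.08, adjusted p = 0.00488) and 8 were not called (1 rose adjusted over the list alone; median 0.32, camera adjusted p = 0.0263, adjusted p = 0.0622 with an estimated correlation); IFITM1 lost its call with siNC-2 alone.

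The remaining lists were not called by camera. LAMP2, a lysosomal membrane protein, rose by 0.47 (SE 0.12, adjusted p = 0.00829), 1 of 19 autophagy genes (1 adjusted over the list alone; camera adjusted p = 0.0898). Of 20 cholesterol genes FDFT1, the squalene synthase, rose by 0.34 (SE 0.10, adjusted p = 0.0364) and HMGCS1, an early enzyme of the pathway, fell by 0.55 (SE 0.13, adjusted p = 0.00302; 1 rose and 2 fell adjusted over the list alone; camera adjusted p = 0.171). Of 16 glycolysis genes ENO1, an enolase, rose by 0.26 (SE 0.07, adjusted p = 0.00791) and HK1, a hexokinase, fell by 0.53 (SE 0.12, adjusted p = 0.00191; 1 of each direction adjusted over the list alone; camera adjusted p = 0.845). LAMP2 lost its call with siNC-1 alone as the control and without siGATA1-1 replicate 3, ENO1 with siNC-2 alone and without the filter, and FDFT1 with either control siRNA alone, without the filter, with all 16 controls together and in 10 of the 24 fits that leave out 1 library. Of 14 genes near GATA1 the kinase gene PIM2 rose by 0.59 (SE 0.12, adjusted p = 4.89e-04; 3 rose adjusted over the list alone; camera adjusted p = 0.0876). None was called among 16 genes near KLF1 (1 fell adjusted over the list alone; camera adjusted p = 0.845, with a median of 0.09 and a downward test), 10 genes of the BCL2 family (0.39), 14 immediate early and heat shock genes (0.816; 1 of each direction adjusted over the list alone) or 8 small RNA silencing genes (0.845).

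The difference between the effects of the 2 siRNAs was tested directly. Globin genes fell less with siGATA1-1 than with siGATA1-2: the list median of the difference was 0.52 (camera adjusted p = 1.5e-09; adjusted p = 0.0207 with an estimated correlation), and 7 of 8 members differed adjusted over the list alone. Without replicate 4 of siNC-1 at 25 nM, whose globin level was the lowest of its group, the median was 0.49 (camera adjusted p = 1.51e-08), a test chosen after the values were seen. With an estimated correlation the call was lost without siGATA1-2 replicate 1 (0.0995) or 4 (0.0918). HBZ fell by 0.86 with siGATA1-1 and by 1.69 with siGATA1-2, a difference of 0.83 (SE 0.20) with an adjusted p over all genes of 0.297. DNA replication genes had a median difference of 0.46 (camera adjusted p = 0.0251; adjusted p = 0.216 with an estimated correlation), with 0 members called. That call was lost without siGATA1-1 replicate 3 (0.0801) or 4 (0.0785), siGATA1-2 replicate 1 (0.0822) or 4 (0.106), replicate 2 of siNC-1 (0.0526) or siNC-2 (0.0637) at 25 nM, or replicate 8 of siNC-2 at 6.25 nM (0.0582). Over all genes edgeR's quasi-likelihood test called 0, with 333 at an unadjusted p under 0.05 against 337 by chance, and the DESeq2 Wald test and limma voom also called 0. Without siGATA1-2 replicate 2, 1 gene was called, HBZ (difference 1.15, adjusted p = 4.21e-04). siRNA sequence and dose differ together in this comparison.

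No difference between the control siRNAs was called at either dose with all libraries in the fit. Between siNC-1 and siNC-2 edgeR's quasi-likelihood test called 0 genes at 25 nM, with 86 at an unadjusted p under 0.05, and 0 at 6.25 nM, with 203. By chance 337 would be expected at each dose. Small p-values were thus fewer than chance gives, so 0 calls is weak evidence that the controls were alike. The DESeq2 Wald test and limma voom called 0 at both doses. Without siNC-2 replicate 8 at 6.25 nM, 1 gene was called, BYSL (log2 fold change -2.76, adjusted p = 0.0342), a ribosome biogenesis factor, named after its values were seen. In the simulated comparison at 25 nM 36.9% of 2-fold changes were called, so 2-fold differences between the controls could have gone undetected.

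Control libraries differed between the doses, with 46 genes higher and 49 lower at 25 nM than at 6.25 nM. Of 67 ribosomal protein genes 14 were lower, among them RPS21 (-0.91, SE 0.08, adjusted p = 1.44e-14) and RPS13 (-0.79, SE 0.12, adjusted p = 1.17e-06), and 3 were higher, RPL26, RPL30 and RPL35A, named after their values were seen (22 lower and 7 higher adjusted over the list alone; camera adjusted p = 4.42e-08, adjusted p = 0.262 with an estimated correlation). HBG1 (-0.48, SE 0.08) and HBG2 (-0.45, SE 0.08) were also lower, as 2 of 8 globin genes (3 adjusted over the list alone; camera adjusted p = 0.00164, adjusted p = 0.262 with an estimated correlation). The largest rises by the rule were those of SLC35F6, a nucleotide sugar transporter family member (2.27, SE 0.49), DDX19B, an RNA helicase (2.17, SE 0.52), and C1orf159 (2.13, SE 0.52), and the largest falls were those of PTRHD1 (-1.28, SE 0.33), the long noncoding RNA EVADR (-1.19, SE 0.15) and NACA2, a close copy of the NACA gene (-1.06, SE 0.26). SLC35F6, DDX19B and C1orf159 averaged 10.1, 7.29 and 9.58 counts per library. C1orf159 rose by 3.11 without replicate 6 of siNC-1 at 6.25 nM, and SLC35F6 by 2.88 without replicate 8 of siNC-2 at 6.25 nM. PTRHD1 lost its call without the filter and without replicate 3 of siNC-1 at 25 nM or replicate 6 of siNC-2 at 6.25 nM, and NACA2 without replicate 5 of siNC-1 at 6.25 nM. At an unadjusted p under 0.05 there were 888 genes, and the DESeq2 Wald test called 189. The control libraries at 25 nM carry replicate numbers 1 to 4 and those at 6.25 nM 5 to 8, so dose and any batch tied to it cannot be told apart; 11 genes, HBG1, HBG2, NMU, PIM2 and ATF5 among them, were called both here and in the mean effect of the GATA1 siRNAs.

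**Figure D4:**
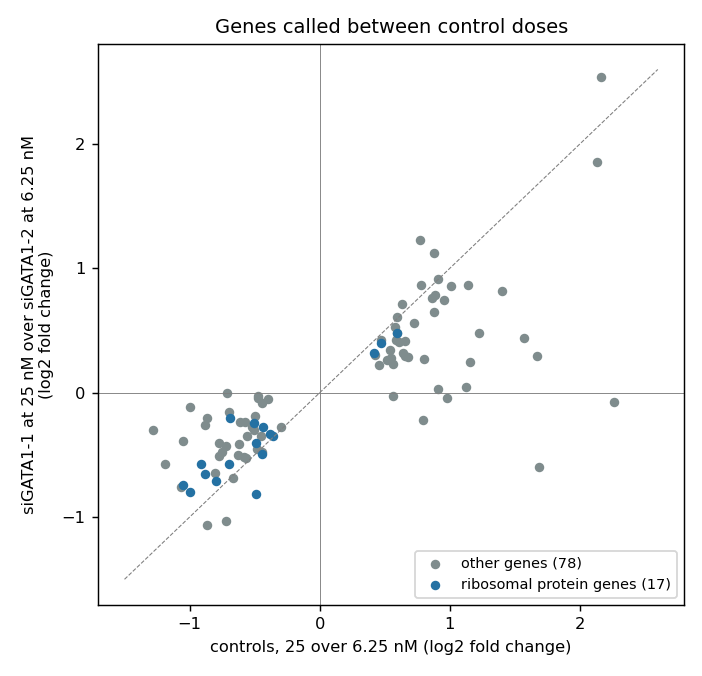
Log2 fold change between 25 and 6.25 nM in the control libraries (horizontal) and between siGATA1-1 at 25 nM and siGATA1-2 at 6.25 nM (vertical) for the 95 genes called between the control doses, with 17 ribosomal protein genes in blue, the others in grey and equal values on the dashed line. The same sign in both comparisons was found for 90 of the 95 genes, including all 17 ribosomal protein genes.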

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

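Of the tests in this part, those of transcript length, of library depth as the whole cause and of the globin genes were chosen after the result was seen.

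Single libraries that stood apart from the others of their group were sought in 60 sets of 4 values, of which chance alone gives about 3, and 4 were found. Replicate 3 of siGATA1-1 had a total of 183971 counts, the lowest of its group. The same library had 241.7 CPM of GATA1, below the nearest value of 300.3. Replicate 4 of siNC-1 at 25 nM had a mean log2 level of the globin genes of 9.60, and replicate 5 of siNC-2 at 6.25 nM had one of the actin and adhesion genes of 8.07, each the lowest of its group.

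The 2 GATA1 siRNAs differed in their effect on the globin list, with a median difference of 0.52 on the log2 scale. The members that differed adjusted over the list alone were HBA1 (0.59), HBA2 (1.07), HBE1 (0.32), HBG1 (0.44), HBG2 (0.37), HBQ1 (1.00) and HBZ (0.83). DNA replication genes had a median difference of 0.46, a call that was lost with an estimated correlation (adjusted p = 0.216). Among the epithelial and fibroblast markers, EPCAM differed by 1.24 and KRT19 by 0.51 adjusted over the list alone, and neither over all genes.

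A candidate explanation for the weaker fall of globin genes with siGATA1-1 is that the control libraries, not the knockdown libraries, differed between the doses. Compared directly without controls, siGATA1-1 exceeded siGATA1-2 by 0.75 for HBA1 with HBA2 (SE 0.14), 0.45 for HBZ (SE 0.17) and 0.87 for HBQ1 (SE 0.41), which argues against the control baseline as the whole cause for these genes, though the HBZ controls also differed between doses, by -0.37 (SE 0.11). For HBG1 with HBG2 the direct difference was -0.064 (SE 0.10), while the controls differed by -0.45 between doses (SE 0.07). A shift of the controls alone predicts no direct difference. A dose shift shared by the knockdown libraries predicts one near -0.45. Of the 95 genes called between the control doses, 90 had the same sign in the knockdown libraries. The direct comparison therefore cannot decide for HBG1 with HBG2, and HBE1 (0.20, SE 0.12) also stays open. Less GATA1 left with siGATA1-2 stays open, since the difference between the GATA1 effects was 0.22 (SE 0.23, 95% interval -0.24 to 0.68), and siRNA sequence, dose and transfection cannot be told apart.

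The 95 genes that differed between the control doses include 17 ribosomal protein genes; the genes lower at 25 nM had a median transcript length of 702.5 bases and those higher one of 1158, against 1611.25 for tested genes, and the median totals were 347387.5 counts at 25 nM and 208589.5 at 6.25 nM. After a correction for transcript length 90 genes were called. Length and dose effect had a Spearman's rho of 0.017 over all tested genes with a length. The correction moved the effects of the 89 of the 95 genes with a length by a median of 0.016 (median SE 0.15). The median absolute dose effect of the called genes was 0.67, and 84 of the 89 stayed called. These values argue against a trend with length across genes as the whole cause for these 89 genes. With total count as a covariate 152 genes were called, more than the bound of 1.5 times set before that result was seen, so this test left depth open; 84 of the 95 genes stayed called, which argues against depth as the whole cause. A separate set of libraries numbered 5 to 8 could also give such a pattern, but 94.7% of the 95 genes had the same sign between siGATA1-1 and siGATA1-2, whose libraries are all numbered 1 to 4. Dose, and any batch tied to dose in all groups, cannot be told apart and stay open.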

How the results depend on the processing

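The fit without the 3 libraries under 150000 counts, the correction for transcript length, the sums of near-identical globin copies and the single-library fits of the lists in the difference between the siRNAs were chosen after seeing the data; the other alternatives were fixed before the data were examined. GATA1 stayed called in all of them, with log2 fold changes from -1.08 to -0.85 for siGATA1-1 and from -1.34 to -1.14 for siGATA1-2, and from -1.01 to -0.91 and from -1.33 to -1.05 when single libraries were left out. For the mean effect and the difference between the siRNAs, the fit with only the groups compared holds all 6 groups and is the same fit.

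For siGATA1-1 the 26 higher genes became 42 with limma voom, 51 with only the groups compared, 15 with siNC-1 alone, 11 with siNC-2 alone and 47 with all 16 controls as 1 group, which also gave 37 lower in place of 23. For siGATA1-2 the 118 higher and 86 lower became 75 and 54 with only the groups compared and 51 and 48 with siNC-1 alone, with 70 higher for siNC-2 alone. The mean effect's 175 higher and 127 lower became 97 and 80 with siNC-1 alone, with 98 higher for siNC-2 alone. The 25 higher and 21 lower with both siRNAs became 12 and 13 with siNC-1 alone, 10 and 13 with siNC-2 alone, and 39 higher with all 16 controls. With siNC-1 for siGATA1-1 and siNC-2 for siGATA1-2 they became 14 and 13 (14 and 12 of the same genes), and with the controls exchanged 10 and 13 (10 and 13 of the same genes). Control dose gave 189 genes with the DESeq2 Wald test in place of 95. Fits with a single control siRNA use fewer libraries; the cause of the other changes was not tested. DESeq2 size factors, no filter and the stricter filter kept these counts within 1.5 times, as did the fit without the 3 low-depth libraries (164 higher and 123 lower in the mean effect).

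Leaving out single libraries gave 10 to 27 higher and 11 to 25 lower genes for siGATA1-1, 63 to 153 and 55 to 156 for siGATA1-2, 116 to 192 and 82 to 177 for the mean effect, 10 to 26 and 10 to 23 for both siRNAs, 72 to 104 for control dose, 0 to 1 for the difference between the siRNAs, 0 for siNC-1 against siNC-2 at 25 nM and 0 to 1 at 6.25 nM. The lowest counts for siGATA1-1, the mean effect and both siRNAs came without siGATA1-1 replicate 4, and the lowest for siGATA1-2 without its replicate 4.

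Replicate numbers did not pair the libraries as a set. Of 16 same-numbered pairs, 4 had a correlation of deviations over 0.1 (range -0.07 to 0.27). In 5 of the 16 pairs this correlation was higher than the highest one with another number. All pairs over 0.1 were of siNC-1 with siNC-2, numbers 3 (0.16) and 4 (0.27) at 25 nM and 7 (0.16) and 8 (0.25) at 6.25 nM. For numbers 1, 2, 5 and 6 these controls had -0.011, -0.062, 0.035 and 0.013. Libraries with different numbers could correlate similarly. For number 2, the highest value with another number was 0.28 between the controls at 25 nM and 0.25 between siGATA1-1 and siNC-1. A pairing of some control libraries therefore stays open but is not shown by these values. With the replicate number as a block, siGATA1-1 gave 50 genes higher and 32 lower, GATA1 -0.97, and siNC-1 against siNC-2 0 at both doses. No paired analysis was possible for siGATA1-2, the mean effect or the difference because siGATA1-2 is numbered 1 to 4 and the controls at 6.25 nM 5 to 8. For control dose, libraries could not be paired across doses, since no number occurs at both. A fit that links same-numbered siNC-1 and siNC-2 libraries within a dose was not run for control dose.

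With an estimated correlation 7 lists lost their call (adjusted p from 0.0622 to 0.0959), and fry, which asks another question, called cholesterol (0.00304) and genes near GATA1 (0.0364). With camera the iron list was lost with siNC-1 alone (0.0896), mast cell and eosinophil (0.0999) and DNA replication (0.135) with siNC-2 alone, and mitosis was gained without the 3 low-depth libraries (0.0374). In the difference between the siRNAs the globin list was called in all 24 single-library fits, with medians from 0.45 to 0.66, and in 22 with an estimated correlation; DNA replication was called in 17. Of the single genes named for the mean effect, signs reversed only for genes that were not called: ITGA2B (0.13) with siNC-1 alone, KRT8 with siNC-2 alone (0.071), with the length correction (0.0037) and in 6 single-library fits, and KRT19, PTPRC and MCL1 in 1 single-library fit each. Over the single-library fits KRT8 ranged from -0.16 to 0.073, KRT19 from -0.075 to 0.0069, PTPRC from -0.0035 to 0.34 and MCL1 from -0.014 to 0.22. Without the 3 low-depth libraries RHAG, FDFT1, CYC1, POLR1C and TCOF1 lost their calls in the mean effect. With these depths, replicate numbers and spread, 9.09% of simulated 1.5-fold changes with siGATA1-1 were called; the share due to depth was not tested.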

Other observations

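The genes in the opening paragraphs of this part were chosen after their values were seen; the tests of KLF1 and the other groupings were set before their results were seen, and the KLF1 tests without single libraries after.

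Of the 302 genes called in the mean effect, 261 were in none of the fixed lists. Among them rose CD52, a surface glycoprotein of leukocytes (log2 fold change 1.02, SE 0.10, adjusted p = 1.52e-13), PIK3CG, a phosphoinositide kinase of leukocytes (1.52, SE 0.24, adjusted p = 1.15e-06), VSIR, an immune checkpoint receptor (1.36, SE 0.22, adjusted p = 1.16e-06), and BCL6, a transcriptional repressor (1.24, SE 0.25, adjusted p = 2.67e-04). PLAU, which encodes urokinase, and PLAUR, its receptor, rose by 1.67 (SE 0.43) and 1.21 (SE 0.26). The cell cycle inhibitor CDKN1C (0.91, SE 0.13), the cytokine signaling inhibitor CISH (0.99, SE 0.17), TXNIP, an inhibitor of thioredoxin (0.79, SE 0.15), and GLUL, glutamine synthetase (0.59, SE 0.08), were higher with both siRNAs.

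Among the falls, PKLR, the pyruvate kinase of liver and red cells, fell by 1.44 (SE 0.21, adjusted p = 1.15e-07), HEMGN, a nuclear protein of hematopoietic cells, by 1.31 (SE 0.27, adjusted p = 3.82e-04; by 2.02 without siGATA1-2 replicate 2), and SLC25A39, a mitochondrial carrier, by 0.82 (SE 0.17, adjusted p = 3.92e-04). CYCS, which encodes cytochrome c, fell by 1.16 (SE 0.21), FADS1, a fatty acid desaturase, by 0.81 (SE 0.11), KCNH2, a potassium channel, by 0.78 (SE 0.11) and the long noncoding RNA UCA1 by 0.99 (SE 0.18). KCNH2 and UCA1 were lower with both siRNAs.

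Over the 8 knockdown libraries Pearson's r of GATA1 and KLF1 was 0.87 (exact permutation p = 0.00722, adjusted over 6 relations 0.0433) and Spearman's rho 0.79 (p = 0.0279, adjusted 0.168). Within the siRNAs r was 0.86 (exact permutation p = 0.0469, adjusted 0.255), a value that rests on the siGATA1-2 libraries alone; 4 libraries per siRNA are too few for a correlation of their own. Without the 2 libraries farthest from the median of GATA1, replicates 1 and 4 of siGATA1-2, r was 0.34, so the relation rests on those libraries. The partial r given total count was 0.89, and 0.71 without replicate 4 of siGATA1-2, which argues against library depth; 0.722% of 554 genes at least as abundant as KLF1 had an r as high, but 6.86% without that library, so a shift of many genes stays open, as does anything particular to the 2 libraries. The lists of globin, heme synthesis, myeloid, adhesion and ribosome biogenesis genes had no such relation that passed after adjustment, and no biological explanation was tested.

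Other groupings of the same libraries into groups of the same sizes were tried, the real one included. The real grouping alone gave as many genes for siGATA1-1 (1 of 100 groupings, 49 called, at most 4 in the others) and siGATA1-2 (1 of 100, 204 and 121). The same held for their mean effect (1 of 100, 302 and 58), calls shared by both siRNAs (1 of 100, 46 and 0) and control dose (1 of 100, 95 and 28). Chance can be excluded for these counts of genes. Gene lists called in the mean effect were also most numerous in the real grouping (1 of 100, 12 and 10). That margin is narrow, and the count does not exclude chance for any single list. Which lists the other groupings called was not tested. For the difference between the siRNAs all 100 groupings gave at least the 0 genes of the real one, with up to 20, and for siNC-1 against siNC-2 all 35 did at 25 nM, with 0 at most, and all 35 at 6.25 nM, with 1 at most; with 0 genes in the real grouping every grouping gives at least as many, so these groupings say nothing about chance.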
